A study of Homo sapiens with 4 samples. Its data were reported in "CD95/Fas ligand mRNA is toxic to cells" (2018).

How the data were processed

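Total small RNA was sequenced from HCT116 Drosha k.o. cells, a human colon carcinoma line in which the gene for the nuclear nuclease Drosha was inactivated. Per the labels, cells had been infected with the empty lentiviral vector pLenti or with pLenti carrying CD95L (gene symbol FASLG), and there were 2 libraries per group. The study's methods name, for HCT116 cells, a mutant CD95L that cannot bind its receptor. It also carries a stop codon directly behind its start codon, placed there to prevent full-length protein. Infected cells were pooled and expanded to several dishes, selected with 3 µg/mL puromycin, and harvested at the 50 h time point. The study's methods give the whole procedure as done in duplicate but do not say at which step the duplicates parted, so p-values measure the spread between these libraries, part of which may be technical. The study's methods and the treatment notes count the 50 h from plating, which followed selection, whereas another label counts them from puromycin selection. The titles of both vector libraries, and of neither CD95L library, carry the mark (# 2), whose meaning is not given, so a batch that coincides with the groups cannot be excluded.

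The authors trimmed the reads, aligned them with TopHat to hg38, counted reads per gene with HTSeq and tested them with edgeR. The submitters' processing notes also name Bowtie2. Versions of these tools were not given in the sources used here. The deposited table held CPM (reads per 1000000 reads counted to genes) for each library and 26485 gene symbols, each library summing to 1000000, so that no composition factor had been applied. The authors also deposited their own comparison, with an average CPM on the log2 scale, a log2 fold change, a p-value and an adjusted p-value per gene. No row lacked a gene name and 1953 genes were at 0 in all 4 libraries. In each library 100% of the CPM values were whole multiples of the value of 1 read within 0.01 of a read. The recovered totals were 24915394 and 25163566 reads for the vector libraries and 22897068 and 22488145 reads for the CD95L libraries. A count of 0 therefore allows 0.119 to 0.133 CPM (3 counts per library). Intervals and floors cover counting error only, since PCR copies of a molecule cannot be told from separate molecules.

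How the reads were made and counted limits what the table can show. The small RNA kit favours short RNAs with the ends that small RNA processing leaves, and longer RNAs enter as fragments. By HTSeq's usual rules, reads that map to several places or to overlapping genes are not counted, so families of identical miRNAs and miRNAs inside exons of a host transcript can be listed at or near 0 whatever their level. Such genes, and closely related snoRNA copies, are uncertain. Read lengths and positions within a gene were not analysed here, so no statement is made on where in CD95L the fragments lay.

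The test had been fixed as edgeR on counts, with limma for normalized values. Since the deposited unit was CPM, limma 3.58.1 (R 4.3.3) on log2(CPM + 1) was the main test, on the 16127 genes with a mean of at least 1 CPM, with group as the only term. Fold changes are on this log2(CPM + 1) scale, which understates the change of low genes. P-values were two-sided and adjusted by Benjamini-Hochberg, with a threshold of 0.05. Whether to let the variance follow the mean had not been fixed. The fit without such a trend, limma's default, was kept after both had been seen, and the other is given as an alternative. edgeR 4.0.16 (quasi-likelihood, TMM) and DESeq2 1.42.0 were run on the recovered reads as alternatives. Where at least 5 members were tested (26 of 32 lists), gene lists were tested with camera at a preset inter-gene correlation of 0.01. They were also tested with camera at an estimated correlation and with fry. Camera at an estimated correlation used the few residual degrees of freedom of 2 against 2 libraries, so hardly any list could pass there. For the cell cycle list the estimate (-0.0152) lay below the preset value, yet camera's unadjusted p rose from 0.00101 to 0.0618. A call lost in that setting therefore does not show that correlation between genes explains it. Shares of small RNA classes were compared by a two-sided exact permutation test, whose smallest p with 2 against 2 libraries is 0.333 (scipy 1.17.1, pandas 2.3.3 and numpy 2.4.6 under Python 3.11.15).

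The tests were tried on simulated counts drawn from the means, dispersions and library sizes of this comparison, with 200 of 26485 genes changed. With 1 common dispersion for all genes, limma tested 16198 genes and called 24% of the genes changed 2-fold, 88% of those changed 4-fold and 100% of those changed 16-fold or 32-fold, with 17 false calls (9.83% of its calls, above the 5% aimed at). The simulation was then also run with a dispersion per gene, after the first result had been seen. There limma tested 16203 genes and called 12%, 94%, 100% and 100%, with 5 false calls (3.17%). False calls of edgeR numbered 12 (7.32%) and 3 (1.89%) in these runs and those of DESeq2 17 (9.88%) and 6 (3.66%). In both runs a list of 30 genes shifted by 0.5 on the log2 scale was found by camera and 0 of 20 unshifted lists were called. The simulated genes were drawn independently of each other, so this does not check false calls of lists with correlated genes. The estimated correlation of the Drosha-dependent miRNA list, for example, was 0.722.

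Groups, 32 gene lists, the main alternatives and the rule for named genes were chosen before the data were examined. The edgeR fits, TMM scaling, the variance trend, camera on recovered reads and a list of SNORD113 to SNORD116 and chromosome 14 miRNAs were added after the data had been seen. The rule took FASLG, the 10 higher and 10 lower genes with the smallest p whose CD95L libraries both lay on one side of both vector libraries (named as not past the threshold where they were not), the 10 genes with the highest mean, and up to 4 genes of each list with the smallest p. It took 141 genes with DROSHA, of which 61 are named below, a choice made after their values were seen. Some genes taken by the rule are not reported here. DROSHA was added as the gene that was knocked out, and genes named beyond the rule are marked as chosen after their values were seen. Lists taken from the study were picked there on Ago-bound reads, which it compared with total small RNA of the CD95L-expressing cells. In its list of processed genes 1 entry, which stood as a date in place of a symbol, was left out. Alternatives covered scaling (size factors, upper quartile, totals without the 10 most abundant genes), the test, the filter, the pseudocount, the replicate number as a block and leaving out each library. Coordinates are from the RefSeq annotation of GRCh38.p14, the same assembly as hg38, in which 25319 of the 26485 symbols were matched.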

Results

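Small RNA libraries from Drosha k.o. HCT116 cells expressing CD95L were compared with those of cells carrying the empty pLenti vector, with 2 libraries per group and 22488145 to 25163566 gene reads per library. The comparison asked whether the CD95L mRNA gives rise to sRNAs in cells without Drosha and what else changes in the pool of sRNAs. DROSHA (chromosome 5, 31400494 to 31532093) was the gene knocked out in both groups, and fragments of its mRNA were seen at a low level in all 4 libraries. They stood at 13.6 and 10.4 CPM in the vector libraries and at 10.1 and 13.6 CPM in the CD95L libraries (difference -0.02 on the log2 scale, limma, adjusted p = 0.999). The direction turned without CD95L replicate 1 (0.18) or vector replicate 1 (0.16). Since both groups carry the knockout and the position of the fragments was not analysed, this level does not check the labels.

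CD95L-derived sRNAs were abundant in the cells infected with the CD95L virus and rare in vector cells. FASLG (chromosome 1, 172659103 to 172666876), the gene of the death receptor ligand CD95L, had 92.7 ± 3.06 CPM (SD, n = 2) in CD95L cells and 2.05 ± 1.26 CPM (SD, n = 2) in vector cells, a 45.2-fold ratio of the means that rests on the uneven vector libraries (31.5-fold without vector replicate 1 and 79.6-fold without vector replicate 2). The difference of 5.00 ± 0.30 (SE) on the log2 scale was far larger than the spread between replicates (limma, adjusted p = 3.55e-05) and both CD95L libraries lay above both vector libraries. The CD95L libraries held 2172 and 2036 FASLG reads, or 0.00949% (0.00909 to 0.00989%, exact 95% interval) and 0.00905% (0.00866 to 0.00946%) of all gene reads. The vector libraries held 29 and 74 FASLG reads, or 1.16 and 2.94 CPM. The call ended with a pseudocount of 0.1 (difference 5.56, adjusted p = 0.139) and with no filter on low genes (difference 5.00, adjusted p = 0.257). The authors' deposited table gave FASLG a log2 fold change of 5.48 with an adjusted p of 9.44e-43.

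**Figure D1:**
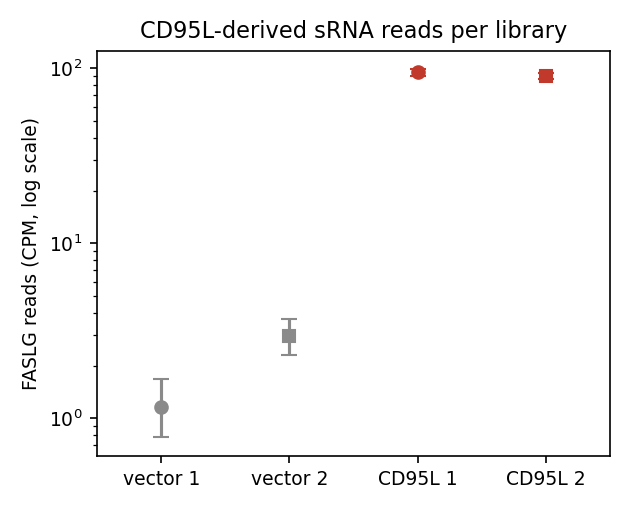
Reads assigned to FASLG in each library, in CPM on a log scale; points are single libraries (grey, vector; red, CD95L) and bars are exact 95% counting intervals. The CD95L libraries lie at 94.9 and 90.5 CPM and the vector libraries at 1.16 and 2.94 CPM.

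The bulk of the libraries consisted of the same abundant small RNAs in both groups. RNY4, a Y RNA of the Ro ribonucleoprotein (chromosome 7, 148963315 to 148963410), was the most abundant entry in every library, with 168490 ± 19180 CPM in vector and 133720 ± 8228 CPM in CD95L cells (SD, n = 2). It was followed by the C/D box snoRNAs SNORD44 (63704 and 70070 CPM in vector and CD95L cells) and SNORD104 (41490 and 44948 CPM), which belong to the class that guides RNA methylation. SNORD29 (22599 ± 6712 and 25806 ± 3686 CPM) and SNORD68 (19998 and 24226 CPM) belong to the same class. The direction of SNORD29 turned without vector replicate 1 (difference -0.09), and that of SNORD44 in edgeR without CD95L replicate 1 (-0.07). COL5A3, a collagen gene, was the only protein coding gene among the 10 entries with the highest mean, at 27418 ± 229 CPM in vector and 30304 ± 11730 CPM in CD95L cells. Its direction turned when CD95L replicate 2 was left out (difference -0.32). None of these passed the threshold (limma, adjusted p of 0.932 for RNY4 and 0.935 or higher for the others).

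Y RNAs and vault RNAs took a smaller share of the reads in both CD95L libraries than in either vector library. Y RNAs made up 15.9 ± 1.00% of the reads in CD95L cells and 19.5 ± 2.08% in vector cells (SD, n = 2). Vault RNAs, taken here by gene symbol, made up 0.869 ± 0.0153% and 1.00 ± 0.0923% (SD, n = 2). The Y RNA difference of -3.64 percentage points rested on RNY4, since it was -0.291 with the 10 most abundant genes, RNY4 and RNY5 among them, left out of class and total. Without vector replicate 1 or 2 it was -2.17 or -5.11, that of vault RNAs (-0.133) was -0.0678 or -0.198, that of miRNAs (-0.293) was -0.0526 or -0.534 and that of C/D box snoRNAs (4.96) was 2.55 or 7.38. All 4 vault RNAs had a negative difference under each scaling, for example VTRNA1-2 (1896 CPM in vector and 1526 CPM in CD95L cells) and VTRNA2-1 (6967 and 6142 CPM). So had the Y RNAs RNY1 (10342 and 8937 CPM), RNY3 and RNY4, while RNY5 was near 0 (-0.02) and positive with upper quartile scaling (0.004) and without CD95L replicate 2 (0.05) or vector replicate 1 (0.04). None of them passed the threshold. miRNAs took 2.99 ± 0.0622% and 3.28 ± 0.340%, again with both CD95L libraries below both vector libraries, though CD95L replicate 2 (3.03%) and vector replicate 2 (3.04%) were nearly alike. C/D box snoRNAs held the largest share, 46.3 ± 3.88% in CD95L and 41.3 ± 3.42% in vector cells, with overlapping libraries. The exact permutation p (two-sided) was 0.333 for Y RNAs, vault RNAs and miRNAs, the smallest that 2 against 2 libraries can give, and 0.667 for C/D box snoRNAs. H/ACA box snoRNAs (0.576 and 0.518%), snRNAs (0.929 and 0.813%, with RNU5A-1 at 859 ± 258 and 634 ± 337 CPM), rRNA (0.793 and 0.722%) and RNase P, RNase MRP, 7SK, 7SL and telomerase RNA together (0.869 and 0.656%) also overlapped between the groups. The directions of snRNAs and rRNA turned without CD95L replicate 1 (-0.0467 and -0.00801 percentage points) or vector replicate 1 (-0.0545 and -0.0659). Small Cajal body RNAs (0.277 and 0.256%), ribosomal protein mRNAs (0.232 and 0.262%), histone mRNAs (0.123 and 0.151%) and snoRNA host genes (0.0390 and 0.0420%) did not overlap, each with an exact permutation p of 0.333. Without CD95L replicate 1 the difference of H/ACA box snoRNAs (0.0580 percentage points) was 0.00273 and that of small Cajal body RNAs (0.0208) was 0.00373. The difference of RNase P, RNase MRP, 7SK, 7SL and telomerase RNA (0.213) was 0.0426 without vector replicate 1 and 0.384 without vector replicate 2. No symbol of the mitochondrial genome was among the genes.

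**Figure D2:**
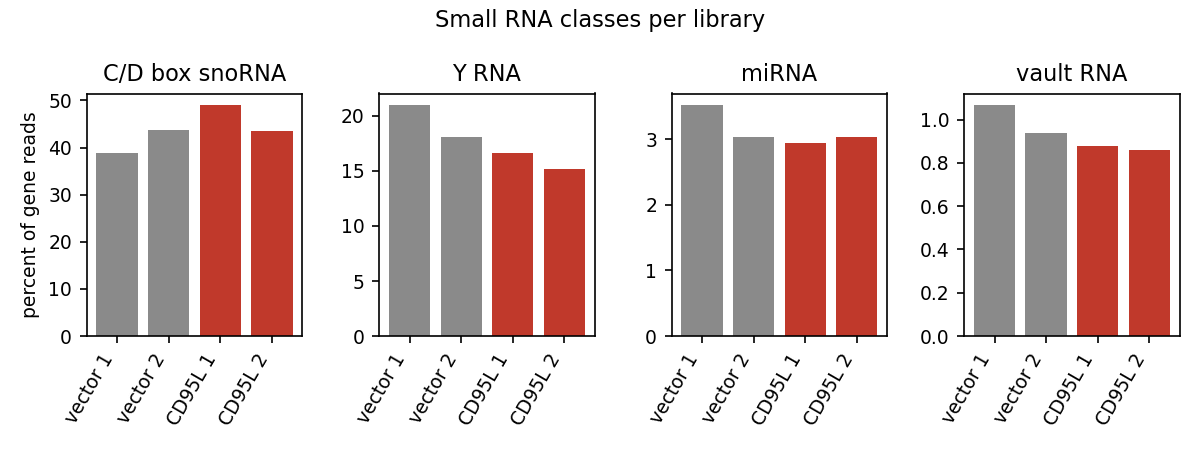
Percent of gene reads in each library that fell in 4 small RNA classes; bars are single libraries (grey, vector; red, CD95L) and start at 0. Y RNAs and vault RNAs are lower in both CD95L libraries, whereas the C/D box snoRNA share of CD95L replicate 2 (43.5%) lies between those of the vector libraries (38.9 and 43.7%).

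Apart from FASLG, many miRNAs that need Drosha lay far apart between the groups, at uneven levels in the vector libraries. MIR27B (chromosome 9, 95085445 to 95085541) had 291 and 54.4 CPM in vector replicates 1 and 2 and 8.34 and 7.69 CPM in the CD95L libraries. MIR30A stood at 141, 27.2, 5.37 and 4.67 CPM in the same order, MIR30D at 56.3, 12.4, 3.49 and 2.85 CPM, and MIRLET7C, of the let-7 family, at 37.8, 6.24, 0.961 and 0.667 CPM. MIR30E (36.1 and 7.47 against 0.699 and 0.889 CPM), MIR126, a miRNA known from endothelial cells (35.0 and 6.48 against 1.48 and 0.712 CPM), MIR181C (32.3 and 6.32 against 1.00 and 0.845 CPM), MIR204 (29.5 and 5.96 against 0.699 and 0.623 CPM), MIR769 (23.0 and 5.09 against 1.05 and 0.756 CPM) and MIR100 (20.8 and 3.89 against 0.262 and 0.578 CPM) completed the 10 lower genes with the smallest p. None of them passed the threshold (limma, adjusted p = 0.175 for MIR27B and 0.181 to 0.242 for the others). All 10 passed in limma with DESeq2 size factors (adjusted p = 0.000946 for MIR27B and at most 0.00515, for MIR30D), with TMM factors (at most 0.00774, for MIR30D) and with a mean-variance trend (at most 0.0047, for MIR100 and MIR769). With edgeR on the recovered reads all 10 passed, with an adjusted p of 3.07e-06 for MIR27B and of at most 2.05e-05 for all 10. They also passed without each library in turn (adjusted p of at most 0.0427, for MIR100). With limma, 8 of the 10 passed without vector replicate 1 (MIR27B, adjusted p = 0.000546; not MIR30D, 0.0636, and MIR769, 0.0646).

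As a group, 35 of the 37 tested members of the list of Drosha-dependent miRNAs had a negative difference, with a median of -1.22 on the log2 scale. The list lay below the other genes (camera, adjusted p = 1.91e-34), but not with an estimated correlation (adjusted p = 0.805). Of its members 0 passed the threshold over all genes and 24 were lower when adjusted over the list alone. Without vector replicate 1 the median was -0.56 and the camera call held (adjusted p = 4.91e-28), as it did without each other library. All miRNAs together showed the same pattern more weakly (365 tested, 252 with a negative difference, median -0.18, camera adjusted p = 2.35e-11 and adjusted p = 0.805 with an estimated correlation), with 0 members past the threshold over all genes and 39 lower when adjusted over the list alone. miRNAs of other tissues were mostly too rare, and the only 2 tested, MIR128-1 and MIR128-2 of nerve cells, which share a mature sequence and are uncertain, had negative differences that passed when adjusted over the list alone.

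miRNAs that are made without Drosha showed small differences, which were not tested against those of the Drosha-dependent list. Of the 12 tested mirtrons, hairpins that splicing releases, 11 had a small negative difference (median -0.09, camera adjusted p = 0.145). Examples were MIR3605 (261 ± 37.9 and 207 ± 6.24 CPM in vector and CD95L cells) and MIR1224 (92.4 ± 6.32 and 72.2 ± 2.73 CPM). The median of the mirtrons was -0.03 without vector replicate 1, with 6 members positive and 6 negative, and -0.29 without vector replicate 2. The 6 tested members of the miR-320 family and miR-484 had a median of 0.05 (camera adjusted p = 0.816), with MIR320C1 at 44.9 ± 6.24 and 69.4 ± 2.54 CPM (limma, adjusted p = 0.881). Their median turned to -0.06 without CD95L replicate 1, with 2 members positive and 4 negative, and was 0.12 without CD95L replicate 2. None of these members passed the threshold, over all genes or when adjusted over the list alone.

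**Figure D3:**
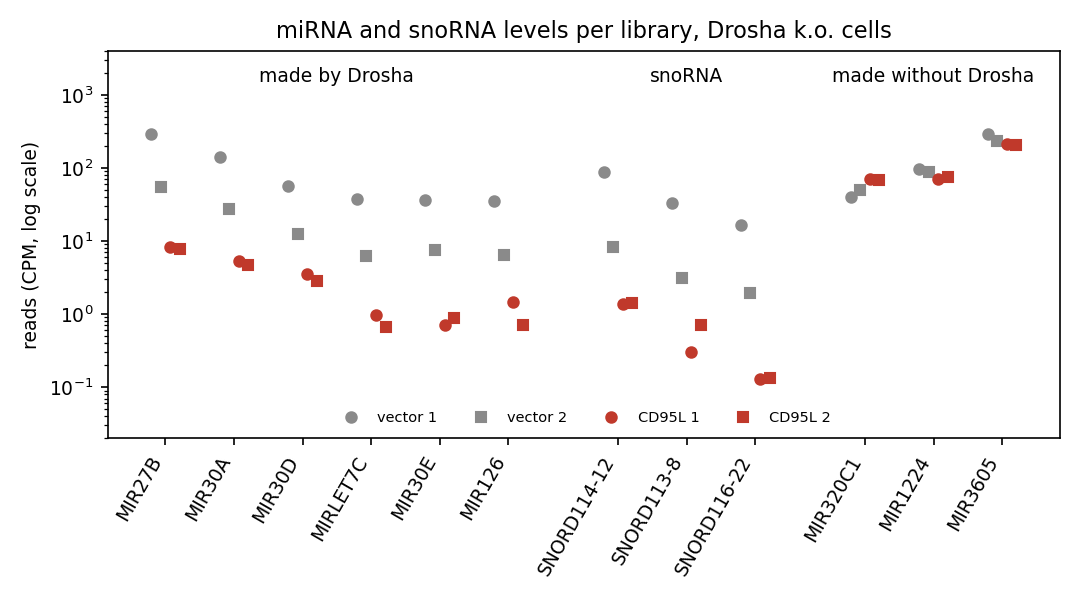
Levels of named miRNAs and snoRNAs in each library, in CPM on a log scale; each symbol is 1 library (grey, vector; red, CD95L; circle, replicate 1; square, replicate 2). For miRNAs made by Drosha and for the snoRNAs, vector replicate 1 lies above vector replicate 2, which lies above both CD95L libraries (MIR27B at 291, 54.4, 8.34 and 7.69 CPM), while MIR320C1, MIR1224 and MIR3605 lie closer together.

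The C/D box snoRNAs went in opposite directions. Of 163 tested, 123 had a positive difference (median 0.18), but the mean was -0.07, because a few lay far lower (camera adjusted p = 0.0767). The low ones were copies from imprinted clusters. SNORD114-12 (chromosome 14, 100968948 to 100969021) had 89.0 and 8.27 CPM in vector replicates 1 and 2 and 1.35 and 1.42 CPM in the CD95L libraries. SNORD113-8 had 33.4 and 3.14 against 0.306 and 0.712 CPM. SNORD116-22 (chromosome 15, 25089922 to 25090015) had 16.4 and 1.95 against 0.131 and 0.133 CPM, the last at the level of 3 counts. None passed over all genes, and 9 C/D box snoRNAs were lower when adjusted over the list alone. H/ACA box snoRNAs, which guide pseudouridylation, were slightly higher as a list (62 of 85 positive, median 0.13, camera adjusted p = 0.0162, adjusted p = 0.805 with an estimated correlation). So were the 6 RNA polymerase III transcripts and structured RNAs (median 0.43, camera adjusted p = 0.0239, adjusted p = 0.805 with an estimated correlation). RPPH1 stood at 1678 ± 556 and 2369 ± 526 CPM, RMRP at 2931 ± 872 and 3866 ± 684 CPM and RN7SL2, a 7SL RNA, at 713 ± 424 and 943 ± 281 CPM in vector and CD95L cells. Both lists lost their call without vector replicate 1 (adjusted p = 0.849 for each) and without CD95L replicate 1 (0.119 for H/ACA box snoRNAs, with the median at -0.04, and 0.69 for the others). The median of the latter list turned to -0.01 without vector replicate 1, with 3 members positive and 3 negative. RN7SL2 and the snRNA RNU5A-1 turned direction without vector replicate 1 (-0.14 and -0.06), and no member of either passed over all genes or when adjusted over the list alone. Small Cajal body RNAs (camera adjusted p = 0.119), snRNAs (0.816) and snoRNA host genes (0.205) did not pass the threshold. Without CD95L replicate 2 the C/D box snoRNAs (adjusted p = 1.06e-05), small Cajal body RNAs (0.000537) and snRNAs (0.0249) did, as higher, and without CD95L replicate 1 the snoRNA host genes did, as lower (0.0446).

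Across all genes, limma called 1 gene, FASLG, and 867 had an unadjusted p below 0.05, 460 of them higher and 407 lower. It called 9 genes without CD95L replicate 1 and 9 without CD95L replicate 2, 16 without vector replicate 1 and 79 without vector replicate 2. With DESeq2 size factors limma called 1 higher and 30 lower genes, 25 of the latter miRNAs and 5 SNORD genes. edgeR on the recovered reads, chosen after seeing the data, called 6 higher and 66 lower genes among 19686. Of the 66 lower genes 46 were miRNAs and 18 were SNORD113 to SNORD116 copies. In all 66 vector replicate 1 lay above vector replicate 2, by a median factor of 5.50, and in 65 vector replicate 2 lay above both CD95L libraries. Without vector replicate 1, edgeR called 3 higher and 19 lower genes, and 13 of the 66 were still lower. It called 34, 37 and 90 genes without CD95L replicate 1, CD95L replicate 2 and vector replicate 2. The authors' deposited table listed 21 higher and 93 lower genes at an adjusted p below 0.05, with 57 miRNAs and 28 SNORD genes among the lower ones, and shared 71 of the 72 genes called by edgeR here.

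Besides FASLG, no gene passed the threshold as higher in CD95L cells with limma. Among the 10 higher genes with the smallest p, ZNF136, a zinc finger gene (4.01 ± 0.734 CPM in vector and 10.3 ± 1.41 CPM in CD95L cells), and the collagen genes COL1A2 (4.77 ± 0.277 and 11.5 ± 0.521 CPM) and COL8A2 (2.38 ± 0.0449 and 6.66 ± 1.64 CPM) did not pass with limma (adjusted p = 0.355, 0.355 and 0.383) but did with edgeR (adjusted p = 0.0187, 0.0183 and 0.0432). With edgeR each lost its call without any 1 of the 4 libraries (adjusted p from 0.0631 to 0.67). CCBL2 (0.280 and 1.87 CPM), NRIP2 (0.380 and 2.43 CPM), LYPD6B (0.519 and 2.49 CPM) and TAS2R19 (1.86 and 4.69 CPM) passed neither test and lay close to the filter. Of the 8 tested fibroblast and mesenchymal genes 7 were positive (median 0.20, camera adjusted p = 0.0239, adjusted p = 0.805 with an estimated correlation), and COL1A2 was higher when adjusted over the list alone. The list's call was lost without CD95L replicate 2 (adjusted p = 0.111) and vector replicate 2 (0.198). The 6 tested leukocyte genes had a median of 0.25 (camera adjusted p = 0.0432, adjusted p = 0.805 with an estimated correlation). They lost the call without vector replicate 1, vector replicate 2 and CD95L replicate 2. Their median was 0.06 without CD95L replicate 2, with 3 members positive and 3 negative, and 0.59 without CD95L replicate 1. Epithelial and colon genes did not pass (camera adjusted p = 0.205), with MUC2, an intestinal mucin, at 10.7 ± 2.11 and 15.7 ± 2.38 CPM.

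Fragments of histone, cell cycle and ribosomal protein mRNAs were slightly rarer as lists in CD95L cells. Each call was lost without 1 library of either group. None held in camera with an estimated correlation (adjusted p = 0.805 for each list), where hardly any list could pass. Of 47 tested histone genes 39 were negative (median -0.20, camera adjusted p = 0.000504), with HIST1H3J at 261 ± 35.9 and 166 ± 6.48 CPM, HIST1H2AC at 84.0 ± 2.52 and 58.2 ± 4.59 CPM and HIST1H3D at 7.24 ± 1.90 and 4.08 ± 0.457 CPM in vector and CD95L cells. Of 37 cell cycle and replication genes 30 were negative (median -0.19, camera adjusted p = 0.00527), with RRM2, a subunit of ribonucleotide reductase, at 21.2 ± 0.670 and 14.1 ± 0.0702 CPM and the kinesin gene CENPE at 5.89 ± 0.213 and 4.10 ± 0.0101 CPM. MCM7, whose introns hold miRNA genes, had 17.6 and 72.6 CPM in the vector libraries and 16.6 and 18.8 CPM in the CD95L libraries, and its difference was 0.01 without vector replicate 2. Of 84 ribosomal protein genes 66 were negative (median -0.13, camera adjusted p = 0.0144), with RPS15A at 26.8 ± 1.26 and 19.5 ± 0.155 CPM and RPS27 at 39.9 ± 0.624 and 30 ± 1.61 CPM. Of the members of the 3 lists 0 passed over all genes or when adjusted over the list alone. The histone, cell cycle and ribosomal protein lists lost their calls without CD95L replicate 2 (camera adjusted p = 0.527, 0.0617 and 0.527, with the ribosomal protein median at 0.01) and without vector replicate 2 (0.374, 0.125 and 0.414).

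The endogenous mRNAs that the study described as processed into Ago-bound sRNAs lay slightly lower as lists in CD95L cells. Per its methods, the study started from Ago-bound reads, pulled down from the other part of the split cell pellets. It then compared these reads with total small RNA of the CD95L-expressing Drosha k.o. cells. The direction of the lists is therefore not independent evidence. Of the 10 mRNAs with the most Ago-bound fragments 9 had a negative difference (median -0.26, camera adjusted p = 0.0239, adjusted p = 0.805 with an estimated correlation). The call was lost without vector replicate 1 (adjusted p = 0.222), vector replicate 2 (0.106) and CD95L replicate 2 (0.537). FAT1, a large cadherin, had 805 ± 74.1 and 592 ± 23.99 CPM and SRRM2, a splicing factor, 622 ± 26.7 and 474 ± 15.9 CPM in vector and CD95L cells. The decoy receptor TNFRSF10D had 1104 ± 68.1 and 939 ± 135 CPM, with a difference of 0.001 in edgeR without CD95L replicate 2. MYC was the exception, at 272 ± 11.2 and 309 ± 8.56 CPM. Of the 557 genes classed as processed, 435 were negative (median -0.16, camera adjusted p = 5.55e-06, adjusted p = 0.805 with an estimated correlation), for example STUB1, a ubiquitin ligase (34.2 ± 4.67 and 20.3 ± 1.66 CPM), and NPC2, a cholesterol transporter (6.73 ± 0.640 and 3.51 ± 0.574 CPM). This call was lost without CD95L replicate 2 (adjusted p = 0.512). FASLG, itself in this list, was its only member past the threshold, over all genes and when adjusted over the list alone.

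Genes of the pathways that CD95L or its death response could engage did not pass the threshold as lists. Of 14 tested CD95 signalling genes 9 were negative (camera adjusted p = 0.603), with the caspase gene CASP9 (7.25 ± 0.587 and 5.13 ± 0.277 CPM). Camera's adjusted p was 0.924 for 28 p53 targets, 0.873 for 27 interferon-stimulated genes, among them XAF1 (1.06 ± 0.149 and 2.32 ± 0.372 CPM), and 0.632 for 23 integrated stress response genes. It was 0.948 for 18 genes of miRNA processing and the RISC. DGCR8, the partner of Drosha, stood at 14.9 ± 1.54 and 11.4 ± 0.239 CPM and DICER1 at 12.6 ± 2.15 and 10.1 ± 0.877 CPM. Translation factors (adjusted p = 0.758), proteasome subunits (0.423) and spliceosome proteins (0.109) did not pass either, though the last did without CD95L replicate 1 (adjusted p = 0.014, lower). None of the members named here passed the threshold, over all genes or when adjusted over the list alone.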

Values the study reported

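The study reported that in wt HCT116 cells more than 98.4% of the Ago-bound RNAs were miRNAs, against 34% in Drosha k.o. cells. CD95L-derived sRNAs made up 0.0006% and 0.043% of the Ago-bound RNAs in wt and Drosha k.o. cells. The study identified 22 regions of the CD95L open reading frame that gave rise to Ago-bound sRNAs. These values concern RNAs pulled down with Ago proteins and not the total small RNA described above.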

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

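The edgeR tests, the variance trend, TMM scaling and camera on recovered reads were chosen after seeing the data. FASLG kept its direction in each alternative, with a difference from 3.80 (pseudocount 5) to 6.36 (edgeR without vector replicate 2). In limma it was not past the threshold with no filter beyond 1 count (5.00 ± 0.314 (SE), adjusted p = 0.257). The same held with a pseudocount of 0.1 (5.56 ± 0.437 (SE), adjusted p = 0.139). The SE of the main fit was 0.301, so without the filter the difference and its error hardly moved. The cause was not tested. In these 2 settings 0 genes were called, with 1250 and 873 at an unadjusted p below 0.05. Against the 1 gene of limma, the count was 31 with DESeq2 size factors, 28 with TMM factors, 46 with DESeq2, 29 with a mean-variance trend and 72 with edgeR. It ranged from 9 to 79 in limma without one library, where the lone library of a group is assumed to vary like the others. edgeR called 34 and 37 genes without CD95L replicates 1 and 2, and 22 and 90 without vector replicates 1 and 2. Upper quartile scaling, totals without the 10 most abundant genes, a mean of at least 10 counts, a pseudocount of 5 and a 1.5-fold minimum left the count at 1. Total count scaling and limma on log2(CPM + 1) are the main setting itself. The deviations of same-numbered libraries were not correlated across genes (Pearson's r = -0.002), so no broad deviation shared by replicate number was seen. This cannot show whether the duplicates were handled as pairs. With the replicate block limma called 80 genes and edgeR 91, and 9 lists were past the threshold.

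Of 11 gene lists past the threshold with camera, 0 remained with an estimated correlation or with fry, and 5 to 11 were past it without one library (7 on recovered reads without vector replicate 1). The lists of Drosha-dependent and of all miRNAs were the only ones past it without each library in turn.

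Of the 141 genes taken by the rule, 24 turned direction in at least 1 alternative, 10 of them named in the text, and none of the 10 was past the threshold. In limma without one library, DROSHA ranged from -0.21 to 0.18 (0.16 without vector replicate 1), COL5A3 from -0.32 to 0.49, MCM7 from -1.98 to 0.0057, SNORD29 from -0.091 to 0.52, RN7SL2 from -0.14 to 1.16, RNU5A-1 from -0.055 to 1.08 and RNY5 from -0.0847 to 0.0533. With upper quartile scaling RNY5 stood at 0.0036. In edgeR without CD95L replicate 1, DROSHA stood at 0.0941, SNORD44 at -0.0736, SNORD29 at -0.061, RN7SL2 at -0.0466 and RNU5A-1 at -0.0114. In edgeR without CD95L replicate 2, COL5A3 stood at -0.22, TNFRSF10D at 0.0011, RNY3 at 0.0783 and RNY5 at 0.148. In edgeR without vector replicate 1, DROSHA stood at 0.13, SNORD29 at -0.11, RN7SL2 at -0.12, RNU5A-1 at -0.0428 and RNY5 at 0.0099, and without vector replicate 2 MCM7 stood at 0.0502. The snRNA share difference (0.116 percentage points) ranged from -0.0545 to 0.287 without one library (-0.0467 without CD95L replicate 1) and that of rRNA (0.0709) from -0.0659 to 0.208 (-0.00801). In each case the cause was not tested beyond the library left out. Genes near 1 CPM are limited by counting.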

Other observations

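The tests of this part were chosen only after the values had been seen, except those of neural miRNAs and of small RNA genes inside exons. The genes named in this paragraph were also chosen after their values were seen. PLCG2 stood at 623 CPM in CD95L replicate 1 and at 5.66, 7.79 and 7.52 CPM in vector replicates 1 and 2 and CD95L replicate 2, and edgeR on the recovered reads called it higher (adjusted p = 0.00121) but not without this library (0.969) or without vector replicate 1 (0.104). MTRNR2L7, a nuclear copy of mitochondrial rRNA sequence, stood at 412 CPM in vector replicate 1 and at 11.7, 21.1 and 16.6 CPM in vector replicate 2 and the CD95L libraries. The 10 MTRNR2L genes together had 9699, 9098, 9619 and 10067 CPM in these libraries. IGSF9B, a cell adhesion gene, had 24.9 and 18.9 CPM in vector and 37.9 and 48.7 CPM in CD95L libraries (edgeR, adjusted p = 0.0436), a call lost without vector replicate 1 (0.653), vector replicate 2 (0.879) or CD95L replicate 2 (0.102).

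SNORD113 to SNORD116, snoRNA families of the imprinted loci of chromosomes 14 and 15, were added as a list after seeing the data. The 25 tested copies summed to 309 and 41.3 CPM in vector replicates 1 and 2 and to 18.3 and 17.2 CPM in the CD95L libraries. The 7 SNORD115 genes alone summed to 49.1, 5.09, 0.480 and 0.489 CPM. The 7 tested miRNAs between DLK1 and DIO3 on chromosome 14 summed to 48.1, 10.7, 2.97 and 4.71 CPM. The other 138 C/D box snoRNAs had a median ratio of vector replicate 1 to vector replicate 2 of 0.917.

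Of 37 Drosha-dependent miRNAs, 34 lay above both CD95L libraries in vector replicate 1 and 27 in vector replicate 2, with a median ratio of vector replicate 1 to vector replicate 2 of 3.85, which argues against a fall after CD95L expression alone, since that would leave the vector libraries alike. Members of the fixed lists of Drosha-dependent miRNAs and C/D box snoRNAs were then picked on vector replicate 2 alone, at 1 CPM or more and above 2 times the higher CD95L library. Their excess over the CD95L libraries had a ratio of vector replicate 1 to replicate 2 of 11.3 (9.09 to 12.4, 95% interval over genes drawn again) in the 8 snoRNAs and of 6.08 (5.43 to 6.64) in the 17 miRNAs. If CD95L left these miRNAs unchanged, the quotient of 1.86 (1.48 to 2.15) argues against a single foreign RNA in both libraries at 2 shares. It then also argues against RNA of wild-type HCT116 cells as the only source. Genes without an excess were compared by their median ratio of vector replicate 1 to replicate 2 levels. It was 0.917 in the other C/D box snoRNAs and 1.17 in mirtrons, the miR-320 family and miR-484, a quotient of 0.785. A single foreign source together with a fall of miRNAs after CD95L expression was not tested and could give the quotient of 1.86. All 8 snoRNAs were SNORD113 to SNORD116 copies, whose excess in vector replicate 2 came to 18.2 CPM. The quotient thus rests on few genes of 2 loci. At the chromosome 14 locus, the ratio of the summed excess was 6.50 for the 7 tested miRNAs and 15.1 for the 11 tested SNORD113 and SNORD114 copies. Their median ratios of vector replicate 1 to replicate 2 levels had the opposite order (6.21 and 4.84). These members had passed a filter on the mean, which favours genes high in vector replicate 1. The classes were therefore not shown to differ within this locus. RNA of neural cells in vector replicate 1 may contribute but stays open. The test counted neural miRNAs at 1 CPM or more there and below 1 CPM in both CD95L libraries. Of 16 neural miRNAs 31.2% passed (5, led by MIR132 at 5.70 CPM), between the bounds set before. MIR132 stood at 0.978 CPM in CD95L replicate 2, just below the cut. By the same rule 0 passed in vector replicate 2. MIR30E, not a member of this list, also met the rule in vector replicate 1 (36.1 CPM against 0.699 and 0.889 CPM in the CD95L libraries). The share of other miRNAs that met it was not counted, so the test cannot tell a neural source from another. Several foreign sources were not tested. A smaller CD95L effect stays open, since without vector replicate 1 the miRNA list still lay lower (median -0.56). That rests on 1 vector library, in which the tested SNORD113 to SNORD116 copies also summed higher (41.3 against 18.3 and 17.2 CPM). It therefore cannot tell a CD95L effect from a foreign source. Over all 4 libraries the list had no call in camera at an estimated correlation (adjusted p = 0.805).

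FASLG reads in the vector libraries amounted to 1.23% and 3.10% of the level of CD95L replicate 1. Carry-over of reads from CD95L replicate 1 would have brought the same share of PLCG2. Counted above the PLCG2 level in CD95L replicate 2, this share was at most 0.232% in vector replicate 2. In vector replicate 1 PLCG2 lay below that level. Carry-over could also have reached CD95L replicate 2, so the test cannot exclude carry-over that reached these libraries alike. The vector mean of FASLG lay at percentile 40.3 of 18039 protein coding genes, so the reads may be the usual low level of mRNA fragments. Carried-over reads of the same level would lie there too, so this percentile cannot tell the 2 explanations apart. Carry-over from CD95L replicate 2 was not tested.

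Protein coding symbols with at least 1000 CPM, such as COL5A3 and SLC32A1 (chosen after its value was seen, as were CTC1 and MIR132), were 24 in number and took 10.02% of the reads. A candidate explanation is a small RNA or tRNA-like gene inside their exons, which 3 of the 24 (12.5%) held, against 34 of 480 genes matched on exon length (7.08%; one-sided Fisher's exact p = 0.254). CTC1 held 3 tRNA genes. For most of these genes the source of the reads stays open, and no biological explanation was tested.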
